A study of Caenorhabditis elegans with 15 samples.

How the data were processed

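RNA of whole L2 larvae, grown on bacteria-fed plates and extracted with TRIZOL, was selected for poly-A tails and made into stranded Illumina libraries, per the labels. Genotype and replicate number of each of the 15 libraries came from the labels, which gave 3 genotypes with 5 libraries each. The alleles of the mutants, the aligner, the read counter and the genome build were not stated in the labels or in the table.

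The authors deposited a table of 16259 genes with whole-number counts per gene and library. Every gene listed reached at least 5 counts in some library. The deposited CPM columns equalled each count divided by the library's total over the listed genes, to within 0.0005, and were used only for that check. The authors also deposited a log2 fold change, an average log2 expression, a p-value and a false discovery rate for *sma-3* mutants against the wild type, without naming the tool. These deposited log2 values were matched to within 1.94e-14 by limma-voom on all 15 libraries with TMM factors and no further filter. A voom fit to the 10 libraries of those genotypes alone differed by up to 0.0324.

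Counts were analysed as deposited in R 4.3.3. Composition factors were computed by TMM in edgeR 4.0.16, and genes were kept by filterByExpr over the 3 genotypes with its minimum count of 10 and minimum total of 15, which left 13720 genes. A single quasi-likelihood fit (glmQLFit and glmQLFTest) to all 15 libraries gave the 3 comparisons, with genotype as the only factor. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and "edgeR adjusted p" denotes this test throughout. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Levels are TMM-normalized CPM with the SD over libraries. For the mutated genes and for the mean log2 CPM of each gene set, exact two-sided permutation tests over the 252 splits of 10 libraries were added.

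Gene sets and the DBL-1 pathway list were written before the data were examined. The sets were cuticle collagens, molting-cycle genes without collagens, C-type lectins, fatty acid and lipid metabolism genes, antimicrobial peptide genes and ribosomal protein genes. Each was tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 12 tests for the comparisons with the wild type and over 6 for the comparison of the mutants.

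The genes named were chosen by a rule fixed in advance. It took both mutated genes, and in each comparison with the wild type the 4 largest rises and 4 largest falls among called genes with an average log2 CPM of at least 1 whose mutant libraries all lay on one side of all wild-type libraries. For the comparison of the mutants it took 3 each way. Pathway genes called in either mutant, and the 2 members with the smallest p of each set that passed, were added. *C08E3.13*, *F26G1.10*, the vitellogenin genes and the oocyte and eggshell genes were chosen after their values, or those of related genes, had been seen.

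Positions, biotypes and exon lengths came from the WBcel235 annotation of Ensembl release 115, matched by gene identifier for 16068 of 16259 genes (98.8%). That build may differ from the authors' own, so coordinates belong to WBcel235 alone. GC content was not analysed here.

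Depth ranged from 16.5 to 48.3 M counts per library. A floor of 3 counts corresponds to between 0.0621 and 0.182 CPM. Reads had no molecular identifiers in the labels, so depth bounds counting error alone. Reads shared between near-identical genes could not be examined from counts, so members of gene families are uncertain in that respect.

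Alternatives covered RLE factors, library totals as the only scaling, other low-count filters, DESeq2 1.42.0, limma-voom, fits to only the genotypes compared, a replicate block, a molting-cycle score as a covariate, a fold-change minimum, an estimated inter-gene correlation, disjoint wild-type libraries and the omission of each library in turn. A lowess trend on exon length, the block together with that trend, and the blocked libraries without the block were added after the data had been seen. Replicate numbers for the block came from the labels, and same-numbered libraries are from different animals.

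The fits were tested on simulated data with the real means and library sizes, in which 200 genes were changed 2-fold in the *sma-3* libraries. Dispersions were estimated over all 15 libraries without genotype, so they include the genotype differences. The other cuticle collagens were raised by less in the *sma-3* libraries, and their calls were not counted as false. Of the 200 genes 199 passed the filter, among 13680 genes, and 155 (77.9%) were recovered. False calls were 4.29% of all calls. Recovery of changes smaller than 2-fold was not measured, while the real *sma-3* calls had a median absolute log2 fold change of 0.34.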

Results

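Poly-A RNA was sequenced from whole Caenorhabditis elegans animals at the L2 larval stage, in 5 libraries of the wild-type strain N2, 5 libraries of *sma-3* mutants and 5 libraries of *sma-6* mutants. In this nematode *sma-6* encodes a receptor and *sma-3* a Smad protein of the DBL-1 pathway, a bone morphogenetic protein signalling pathway that sets body size. The comparisons address which transcripts change when either protein is lost, and how far the changes are shared. Total counts per library ranged from 16.5 to 48.3 M. They averaged 24.1 M ± 13.6 (SD, n = 5) in the wild type, 21.2 M ± 2.66 (SD, n = 5) in *sma-3* mutants and 21.0 M ± 1.17 (SD, n = 5) in *sma-6* mutants. The wild-type spread came from replicate 2, at 48.3 M counts. In every library the 10 most abundant genes held between 5.21% and 6.01% of the counts. Chi-square values per degree of freedom between the 30 pairs of replicates lay between 5.31 and 42.3, so no pair of libraries agreed within sampling noise.

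The mutated genes were examined first in every library. The *sma-3* gene (WBGene00004857; WBcel235 chromosome III, 6860974 to 6863968, minus strand, protein-coding) was measured at 26.9 ± 3.64 CPM (counts scaled to library size; SD, n = 5) in the wild type. It stood at 9.91 ± 0.758 CPM (SD, n = 5) in *sma-3* mutants, 36.8% of the wild-type mean. The log2 fold change was -1.44 with a standard error of 0.092 (edgeR adjusted p = 2.27e-08), and an exact two-sided permutation test gave p = 0.00794, the smallest value that the 252 splits of 10 libraries allow. The *sma-6* gene (WBGene00004860; chromosome II, 6324484 to 6327355, plus strand, protein-coding) fell from 42.5 ± 3.96 CPM (SD, n = 5) in the wild type to 9.33 ± 0.402 CPM (SD, n = 5) in *sma-6* mutants, 21.9% of the wild-type mean. Its log2 fold change was -2.19 with a standard error of 0.074 (edgeR adjusted p = 9.69e-13; exact two-sided permutation p = 0.00794). Each mutated transcript was lower in all 5 libraries of its own mutant than in every wild-type library, so the labels of all 15 libraries matched the transcript levels.

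**Figure D1:**
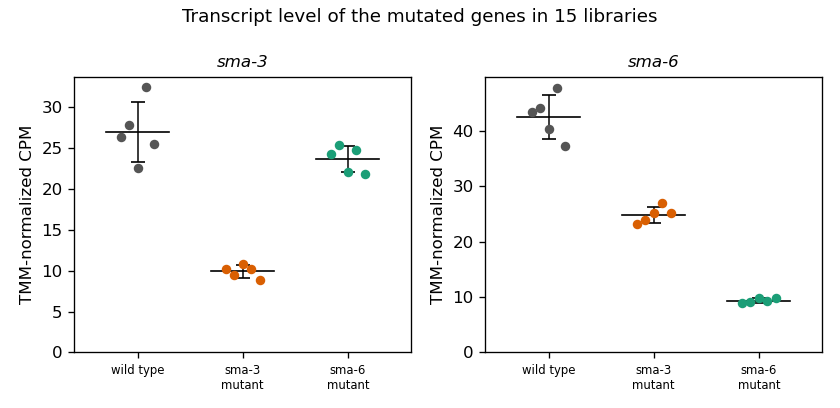
TMM-normalized CPM (vertical axes) of *sma-3* and *sma-6* in the 3 genotypes; each point is a library, horizontal lines are means and error bars are the SD over 5 libraries. The *sma-3* transcript averaged 26.9, 9.91 and 23.6 CPM in wild type, *sma-3* mutants and *sma-6* mutants, and the *sma-6* transcript averaged 42.5, 24.9 and 9.33 CPM.

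The transcript of the other gene was also compared. In *sma-3* mutants the *sma-6* transcript was 24.9 ± 1.46 CPM (SD, n = 5), 58.4% of the wild-type mean, with a log2 fold change of -0.77 and a standard error of 0.069 (edgeR adjusted p = 2.56e-06; exact two-sided permutation p = 0.00794). In *sma-6* mutants the *sma-3* transcript was 23.6 ± 1.63 CPM (SD, n = 5), 87.7% of the wild-type mean. That difference did not exceed the replicate spread (log2 fold change -0.19, standard error 0.087, edgeR adjusted p = 0.224; exact two-sided permutation p = 0.0873).

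Genotype accounted for 35.9% of the variance of log2 CPM over the 13720 genes tested. The first principal component held 25.4% of the variance, of which genotype explained 83.8%, and the second component held 14.5%, of which genotype explained 81.6%. The root mean square log2 difference was 0.376 between libraries of the same genotype. It was 0.446 between wild type and *sma-3* mutants, 0.449 between wild type and *sma-6* mutants, and 0.480 between the mutants. Wild-type replicate 5 was an exception to the grouping on the first component, where it scored -22.97 while the other wild-type libraries scored from 2.82 to 6.98 and the *sma-3* libraries from -23.1 to -13.3. Its mean distance was 0.459 to the other wild-type libraries and 0.443 to the *sma-3* libraries. The sample-sheet numbers in the labels ran in separate blocks for the 3 genotypes. Library order and genotype therefore cannot be told apart, and no comparison could be repeated within a batch.

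**Figure D2:**
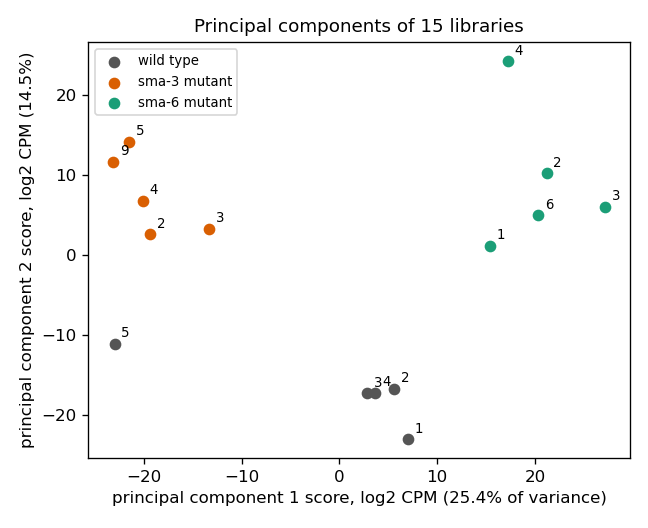
Scores of the 15 libraries on the first (horizontal axis, 25.4% of variance) and second (vertical axis, 14.5%) principal components of log2 CPM; points are libraries, colours are genotypes and the numbers are replicate numbers from the labels. Wild-type replicate 5 lies at -22.97 on the first component, beside the *sma-3* libraries, and at -11.1 on the second.

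Between *sma-3* mutants and the wild type, 1997 of 13720 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 603 higher and 1394 lower in the mutants. Higher genes were 30.2% of the calls, and 65.9% when libraries were scaled by their totals alone, so the split between directions rested on the scaling. The median absolute log2 fold change of the changed genes was 0.34, and 99 genes changed at least 2-fold, 63 higher and 36 lower. A fit to the 13 libraries whose replicate number occurs in several genotypes gave 1004 genes, and a fit without wild-type replicate 5 gave 3069. In 1331 genes (9.70%) all mutant libraries lay on one side of all wild-type libraries, where chance gives 0.794%.

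Among called genes with an average log2 CPM of at least 1 and no overlap between the libraries of the genotypes, the largest rises in *sma-3* mutants were in *asp-12*, *clec-70*, *Y69H2.9* and *F49C12.7*. The *asp-12* transcript (WBGene00017678; chromosome V, 8269210 to 8272056) rose from 12.38 ± 1.199 to 93.6 ± 25.6 CPM (SD, n = 5), a log2 fold change of 2.92 with a standard error of 0.19 (edgeR adjusted p = 2.27e-08). The *clec-70* transcript (WBGene00021581; chromosome IV, 3932708 to 3936307) had from 8 to 41 counts in the wild-type libraries and rose by 2.87 on the log2 scale (standard error 0.22, edgeR adjusted p = 4.07e-07). *Y69H2.9* (WBGene00013484; chromosome V, 18701538 to 18706098) rose from 1.48 ± 0.272 to 10.09 ± 1.204 CPM (SD, n = 5), and *F49C12.7* (WBGene00009877; chromosome IV, 9308831 to 9312927) rose from 7.79 ± 0.660 to 34.2 ± 3.64 CPM (SD, n = 5). Their log2 fold changes were 2.76 and 2.13 (edgeR adjusted p = 6.49e-10 for both). Under the same limits the largest falls were in *tag-293*, *H36L18.2*, *T28D6.3* and *F26G1.11*, and genes of lower expression such as *F26G1.10* (-2.78) fell further than some of these. The *tag-293* transcript (WBGene00015398; chromosome V, 7354435 to 7355564) went from 14.9 ± 2.30 to 1.66 ± 0.614 CPM (SD, n = 5), a log2 fold change of -3.19 with a standard error of 0.20 (edgeR adjusted p = 1.75e-08). *H36L18.2* (WBGene00010424; chromosome X, 12652591 to 12653520, annotated as a long intergenic noncoding RNA) changed by -3.18 with a standard error of 0.42 (edgeR adjusted p = 0.000200). It was at 11.3 CPM in wild-type replicate 5, against 41.9 to 65.8 CPM in the other wild-type libraries. *T28D6.3* (WBGene00012123; chromosome III, 11366767 to 11368435) and *F26G1.11* (WBGene00045455; chromosome II, 4777137 to 4778104) changed by -2.13 and -1.95 (edgeR adjusted p = 1.89e-05 and 2.56e-06).

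Between *sma-6* mutants and the wild type, 892 genes passed the same threshold, 411 higher and 481 lower in the mutants. Higher genes were 46.1% of these calls, and 54.7% with library totals as the only scaling, so the majority direction rested on the scaling here too. The median absolute log2 fold change of these genes was 0.47, and 132 changed at least 2-fold, 82 higher and 50 lower. In 1130 genes (8.24%) the libraries of the genotypes did not overlap, where chance gives 0.794%. Under the same limits the largest rises were in *lips-11*, *Y69H2.9*, *asp-12* and *far-3*. *Y69H2.9* reached 11.8 ± 1.13 CPM (SD, n = 5), a log2 fold change of 2.98 with a standard error of 0.13 (edgeR adjusted p = 6.04e-11). *asp-12* reached 93.2 ± 22.8 CPM (SD, n = 5), a log2 fold change of 2.91 with a standard error of 0.19 (edgeR adjusted p = 1.08e-08). *lips-11* (WBGene00020472; chromosome II, 1108841 to 1111001) rose from 3.04 ± 1.07 to 25.2 ± 17.7 CPM (SD, n = 5), a log2 fold change of 3.10 with a standard error of 0.40 (edgeR adjusted p = 7.54e-05), with replicate 1 at 56.3 CPM and the other libraries at 13.8 to 21.5 CPM. *far-3* (WBGene00001387; chromosome V, 12996787 to 12997522) rose from 4.64 ± 2.38 to 29.96 ± 16.83 CPM (SD, n = 5), a log2 fold change of 2.69 (edgeR adjusted p = 0.00151).

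Under the same limits the deepest fall in *sma-6* mutants was in *srw-85* (WBGene00005832; chromosome V, 19429387 to 19431136, minus strand, protein-coding). It went from 36.7 ± 2.82 CPM (SD, n = 5) in the wild type to 0.837 ± 0.248 CPM (SD, n = 5), a log2 fold change of -5.45 with a standard error of 0.13 (edgeR adjusted p = 2.61e-15). Counts in the *sma-6* libraries were from 12 to 26. *wrt-1* (WBGene00006947; chromosome II, 7530996 to 7533246) fell from 222 ± 72.5 to 23.1 ± 4.43 CPM (SD, n = 5), a log2 fold change of -3.27 with a standard error of 0.19 (edgeR adjusted p = 2.58e-09). *F26G1.11* and *C44C1.6* (WBGene00016645; chromosome X, 969074 to 970270) changed by -2.48 and -2.20 (edgeR adjusted p = 7.17e-08 and 3.52e-06). In *sma-3* mutants *srw-85* was higher than in the wild type, at 57.4 ± 4.84 CPM (SD, n = 5; log2 fold change 0.65, edgeR adjusted p = 0.000178). The *wrt-1* transcript did not differ there by more than the replicate spread (log2 fold change 0.20, edgeR adjusted p = 0.453).

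**Figure D3:**
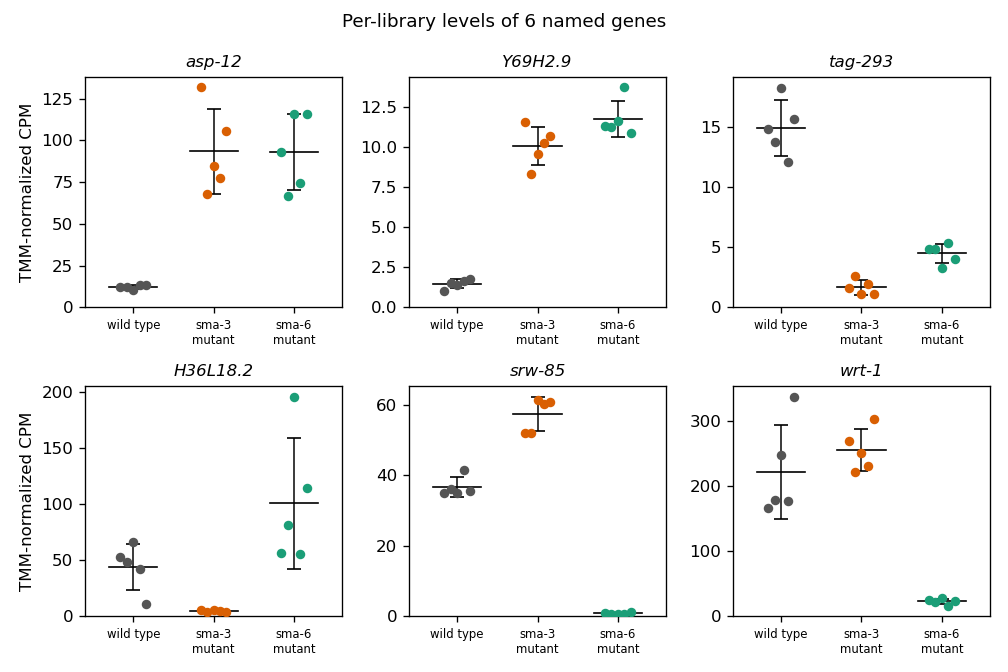
TMM-normalized CPM (vertical axes) of *asp-12*, *Y69H2.9*, *tag-293*, *H36L18.2*, *srw-85* and *wrt-1* in the 3 genotypes; each point is a library, horizontal lines are means and error bars are the SD over 5 libraries. *asp-12* averaged 12.4, 93.6 and 93.2 CPM in wild type, *sma-3* mutants and *sma-6* mutants, while *srw-85* averaged 36.7, 57.4 and 0.837 CPM.

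Between the wild type and both mutants, 261 genes were changed, against 130 if the sets of calls were independent. Of these, 244 moved in the same direction, 62 higher and 182 lower, and 17 moved in opposite directions. The fit to the 13 libraries with a shared replicate number gave 155 genes in the same direction. A further 1736 genes passed only in *sma-3* mutants, and 1100 of them also differed between the mutants. Only in *sma-6* mutants 631 genes passed, and 470 of them differed between the mutants. Of the genes called in *sma-3* mutants 68.0% had the same sign in *sma-6* mutants, and of those called in *sma-6* mutants 72.8% had the same sign in *sma-3* mutants. Across genes, which are not independent replicates, the log2 fold changes of the mutants had a Pearson r of 0.322 and a Spearman rho of 0.201. Both contrasts used the same wild-type libraries, which can raise the overlap and the shares of equal sign without a shared effect. The overlap and these shares were not recomputed with disjoint wild-type libraries, so the excess over independence does not measure a shared effect. When the wild-type libraries were split into disjoint sets, the median r of log2 CPM differences over 20 splits was 0.117, with a range from -0.110 to 0.266. The same measure with shared wild-type libraries was 0.284. Each disjoint set held fewer libraries than the shared one, which can itself lower r. The fall thus does not measure the effect of sharing alone.

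**Figure D4:**
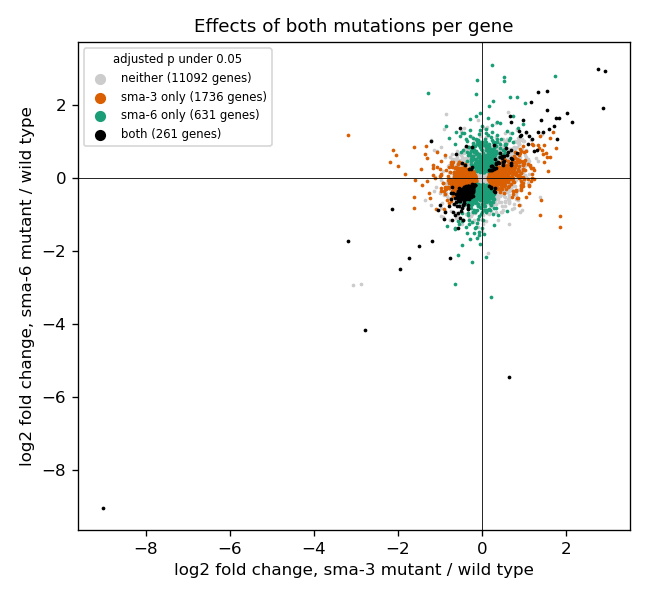
Log2 fold change against wild type of 13720 genes in *sma-3* mutants (horizontal axis) and *sma-6* mutants (vertical axis); each point is a gene, coloured by whether its adjusted p was under 0.05 in both contrasts (261 genes), in *sma-3* mutants alone (1736), in *sma-6* mutants alone (631) or in neither. The lowest point is *C08E3.13*, which had 0 counts in every mutant library, so its position depends on the small count that the model adds.

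Directly compared, the mutants differed in 3169 genes, 1749 higher and 1420 lower in *sma-6* than in *sma-3* mutants. Higher genes were 55.2% of these calls, and 37.9% with library totals as the only scaling. At least a 2-fold difference was seen in 237 genes, 125 higher and 112 lower. In 2182 genes (15.9%) the libraries of the mutants did not overlap, where chance gives 0.794%. With the limits used above, the largest differences towards *sma-6* mutants were in *H36L18.2* (log2 difference 4.37, edgeR adjusted p = 4.15e-06), *cnc-2* (3.60, edgeR adjusted p = 1.31e-05) and *F46G11.6* (2.89, edgeR adjusted p = 4.76e-05). The largest towards *sma-3* mutants were in *srw-85* (log2 difference -6.09, edgeR adjusted p = 3.22e-16), *wrt-1* (-3.47, edgeR adjusted p = 1.16e-09) and *oac-34* (-1.99, edgeR adjusted p = 4.49e-05). *H36L18.2* averaged 101 ± 58.1 CPM (SD, n = 5) in *sma-6* mutants and 4.84 ± 0.739 CPM (SD, n = 5) in *sma-3* mutants. The *cnc-2* transcript was low, with from 5 to 13 counts in the *sma-3* libraries, and *oac-34* in wild-type replicate 5 was at 6.74 CPM, against 2.30 to 3.43 CPM in the other wild-type libraries.

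Of 30 genes on the list written in advance for the DBL-1 pathway 29 were tested. In *sma-3* mutants 7 passed with adjustment over all genes, 3 higher and 4 lower, and 12 passed with adjustment over the list alone. In *sma-6* mutants 4 passed over all genes, 2 higher and 2 lower, and 5 over the list alone. With wild-type replicate 5 left out, 12 passed over all genes in *sma-3* mutants. Besides the mutated genes, *sma-2* was lower in both mutants, with log2 fold changes of -0.69 in *sma-3* and -0.93 in *sma-6* mutants (edgeR adjusted p = 0.000316 and 7.83e-06). *lon-1* was higher in both, by 0.71 and 0.53 (edgeR adjusted p = 3.15e-05 and 0.000290), and so was *sma-10*, by 0.41 and 0.67 (edgeR adjusted p = 0.0322 and 0.00248), although 4 alternatives and 5 of the 15 fits without a library did not give the call in *sma-3* mutants. *daf-7* was higher in *sma-3* mutants alone, by 0.34 (edgeR adjusted p = 0.0148), a call that 2 alternatives did not give, and differed between the mutants by -0.30 (edgeR adjusted p = 0.0175). The counts include *daf-7* because it was on the list, which does not establish it as a component of the DBL-1 pathway. *sma-4* was lower in *sma-3* mutants, with a log2 fold change of -0.20 (edgeR adjusted p = 0.0420), a call that 11 of the 15 fits without a library did not give.

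Of 6 gene sets tested, 3 differed between *sma-3* mutants and the wild type in limma's camera test with an assumed inter-gene correlation of 0.01. The 75 ribosomal protein genes had a median log2 fold change of -0.30 (camera adjusted p = 5.07e-20), and 45 of them were lower and 0 higher at the gene level. With a per-library trend on transcript length removed, the median of this set was -0.19. The 41 fatty acid and lipid metabolism genes had a median of -0.19 (camera adjusted p = 1.60e-05), with 12 lower and 0 higher. The 123 cuticle collagen genes had a median of 0.15 (camera adjusted p = 4.72e-05), with 13 higher and 2 lower. All of these calls were lost when camera estimated the correlation within each set. An exact two-sided permutation test of the mean log2 CPM of each set per library gave p = 0.0238 for the ribosomal protein genes, 0.0238 for the fatty acid genes and 0.0794 for the collagens. After Benjamini-Hochberg adjustment over 18 such exact tests the values were 0.0612, 0.0612 and 0.143. The directions of these sets were the same under each of the 3 scalings, with medians under library totals of -0.22, -0.11 and 0.23. In *sma-6* mutants no set passed, and the nearest were the 48 antimicrobial peptide genes at 0.08 (camera adjusted p = 0.0547).

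Members of these sets with the smallest p were *rps-16* and *rps-24*, *fat-6* and *fat-7*, and *col-156* and *col-77*. The *rps-16* transcript was at 1783 ± 227 CPM (SD, n = 5) in the wild type and 1340 ± 135 CPM (SD, n = 5) in *sma-3* mutants, with a log2 fold change of -0.41 (edgeR adjusted p = 0.00550). *rps-24* changed by -0.37 (edgeR adjusted p = 0.00347). *fat-7* was at 64.9 ± 14.2 CPM (SD, n = 5) in the wild type, 28.3 ± 5.45 CPM (SD, n = 5) in *sma-3* mutants and 19.7 ± 2.83 CPM (SD, n = 5) in *sma-6* mutants. Its log2 fold changes were -1.202 and -1.723 (edgeR adjusted p = 0.000152 and 1.28e-06). *fat-6* changed by -0.43 in *sma-3* mutants (edgeR adjusted p = 0.00110) and by -0.24 in *sma-6* mutants (edgeR adjusted p = 0.0453). *col-77* and *col-156* rose by 0.70 and 0.53 on the log2 scale in *sma-3* mutants (edgeR adjusted p = 0.00722 and 0.00660), and by 0.54 and 0.36 in *sma-6* mutants (edgeR adjusted p = 0.0417 and 0.0718).

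The difference between the mutants was tested for each set, with adjustment over 6 tests. Ribosomal protein genes were higher in *sma-6* than in *sma-3* mutants (median log2 difference 0.27, camera adjusted p = 1.84e-11), as were antimicrobial peptide genes (0.20, camera adjusted p = 0.00119) and fatty acid genes (0.11, camera adjusted p = 0.0198). Cuticle collagens (-0.25, camera adjusted p = 7.59e-07) and C-type lectins (-0.060, camera adjusted p = 0.0359) were lower. These 5 directions were the same under each of the 3 scalings. Log2 differences between the mutants fell with exon length (Spearman rho -0.191 across genes). Ribosomal protein genes had a median exon length of 534 bases, against 1420 for all genes. Their difference between the mutants was not computed with the length trend removed, so a part due to length was not excluded. Camera with an estimated inter-gene correlation was not run for these 5 differences. The set of molting-cycle genes without collagens did not differ (camera adjusted p = 0.733), and its sign changed from 0.027 to -0.033 with library totals alone.

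In the authors' deposited table, 2082 genes had a false discovery rate under 0.05 between *sma-3* mutants and the wild type. In the authors' deposited table, 614 of these were higher in the mutants and 1468 lower, and 156 changed at least 2-fold. Of the calls in the authors' deposited table, 2030 were among the genes tested here, and 1879 of them were also called by edgeR, with 0 differences in sign. The log2 fold changes of the authors' deposited table and of edgeR had a Pearson r of 0.969 across genes. For *sma-3* the authors' deposited table gave a log2 fold change of -1.44 and a false discovery rate of 3.54e-08.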

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

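The exact tests of lectins, fatty acid genes and antimicrobial peptide genes, the 4 length tests of gene sets between the mutants, and the test of the neighbours of *srw-85* were chosen only after the result was seen.

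In 11 of 90 groups of 5 libraries a single library stood far from the other 4, where chance gives about 4.5. The groups were the library totals and the named genes in each genotype, and the genes are not independent of each other. The total of wild-type replicate 2 was 48.3 M counts. Its profile was not extreme: it was the highest or lowest of the 5 wild-type libraries at 28.5% of genes, against 40% for any library by chance and 62.2% for replicate 5. A deeper library has less counting noise, and replicate 5 took many of the extreme positions. A low share was therefore likely, and it does not test for an effect of depth.

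The other single libraries were as follows. *C44C1.6* was low at 3.69 CPM and *oac-34* high at 6.74 CPM in wild-type replicate 5, whose profile as a whole is described further on. *far-3* was at 8.80 CPM in wild-type replicate 1, and *srw-85* at 41.6 CPM in wild-type replicate 4. In *sma-3* mutants *C44C1.6* was at 2.53 CPM in replicate 5 and *lon-1* at 225 CPM in replicate 2. In *sma-6* mutants *lips-11* was at 56.3 CPM and *oac-34* at 3.75 CPM in replicate 1, and *sma-10* at 72.1 CPM and *Y69H2.9* at 13.7 CPM in replicate 4. No explanation was tested for these values gene by gene, and leaving out any library did not remove the calls of *lips-11*, *far-3*, *lon-1*, *Y69H2.9* or *C44C1.6* against the wild type in the mutants they were named for.

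The effects of the mutations on *srw-85* had opposite directions, and the direct difference of *sma-6* from *sma-3* mutants was -6.09 on the log2 scale. The 4 nearest tested genes had a median log2 fold change of -0.060 in *sma-6* mutants, and ranged from -0.61 (*C25F9.9*, edgeR adjusted p = 0.0617) to 0.18. No neighbour was lost as *srw-85* was, but an effect on *C25F9.9* was not excluded. Only 2 other *srw* genes were tested and 0 were called, with reads shared among this family not examined. A deletion or other variant of *srw-85* alone in the *sma-6* strain may explain a loss to 0.837 CPM, and cannot be told apart from an effect of *sma-6* on transcription.

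In 4 gene sets the mutants differed, and the medians against the wild type had opposite signs. For fatty acid genes this rested on a *sma-6* median of 0.0024, which was -0.00055 under RLE. The mean difference there was -0.032, with 7 genes called lower and 1 higher, so opposite directions are not claimed for that set. For antimicrobial peptide genes the *sma-3* median became 0.0099 with a length trend removed. For C-type lectins the *sma-3* median was 0.030, and became -0.014 without wild-type replicate 5. Opposite directions are therefore uncertain for these sets too. Cuticle collagens were lower in *sma-6* than in *sma-3* mutants by a median log2 difference of -0.25, C-type lectins by -0.060, and fatty acid genes and antimicrobial peptide genes were higher by 0.11 and 0.20. Exact two-sided permutation tests of the set mean over 5 and 5 libraries gave p = 0.00794 for collagens, 0.00794 for lectins, 0.0159 for fatty acid genes and 0.0159 for antimicrobial peptide genes, with adjusted values over 18 exact tests of 0.0476, 0.0476, 0.0571 and 0.0571. With a length trend removed per library the medians were -0.27, -0.076, 0.094 and 0.073. The last is under 50% of its size without that correction, so transcript length may account for part of the antimicrobial difference. The correction took the Spearman rho of differences with exon length from -0.191 to 0.0011 across genes. Collagens, lectins and fatty acid genes, with median exon lengths of 1018, 1267 and 1172 bases against 1420 for all genes, kept more than 50% of their medians. The adjusted exact values of fatty acid and antimicrobial peptide genes did not pass 0.05, so co-variation between libraries remains open for these 2 sets. Library order in the sample sheet separates the genotypes and was not testable, so a biological difference stays a hypothesis that cannot be told apart from it.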

How the results depend on the processing

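Removal of the length trend, its combination with the block, and the fit to the blocked libraries without the block were chosen only after the result was seen. Under RLE factors, library totals, other low-count filters, DESeq2, limma-voom, fits to only the genotypes compared and the molting-cycle covariate, the counts of changed genes in the 3 comparisons stayed within 1.5 times the values reported. DESeq2 called 2433, 1296 and 3561 genes, and the molting-cycle covariate gave 2484, 1241 and 3760. With the length trend removed the counts were 1700, 904 and 2900. The calls for the mutated genes kept their direction and their side of the threshold under the alternatives run.

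Requiring a log2 change of at least 1 left 99 genes in *sma-3* mutants, 132 in *sma-6* mutants, 237 between the mutants and 27 changed in the same direction in both mutants, against 244 without the minimum. The values for both mutants below also count genes changed in the same direction. Library totals alone moved the share of higher genes in *sma-3* mutants from 30.2% to 65.9%, and between the mutants from 55.2% to 37.9%. Under library totals 1334 of the 1997 genes called in *sma-3* mutants remained.

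With the replicate number as a replicate block, over the 13 libraries whose number occurs in several genotypes, 806, 522 and 1075 genes were called in the 3 comparisons and 122 in both. The same 13 libraries without the block gave 1004, 680 and 1905 genes, and 155 in both. Deviations of same-numbered libraries from their group means had a mean correlation of 0.0269 over 11 pairs. It was 0.0970 for wild type with *sma-6* mutants, 0.0395 for wild type with *sma-3* mutants and -0.0832 between the mutants. The numbers thus did not pair the libraries throughout, but a weak pairing of wild-type with *sma-6* libraries was not excluded. The block together with the length trend gave 650, 515 and 868 genes and 134 in both. Under the block the *sma-6* medians of collagens (-0.11), ribosomal protein genes (-0.068), fatty acid genes (-0.022) and antimicrobial peptide genes (0.11) passed the threshold. With the block and the length trend ribosomal protein genes (-0.079), fatty acid genes (-0.034) and antimicrobial peptide genes (0.092) passed it. The number of genes of the pathway list called in *sma-3* mutants was 4 under the block and 4 with the length trend added. It was 11 with library totals and 11 with DESeq2, and the cause was not tested.

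Leaving out each of the 15 libraries in turn gave 1156 to 3069 genes in *sma-3* mutants, 613 to 963 in *sma-6* mutants, 2450 to 3654 between the mutants and 161 to 282 in both. The lowest *sma-3* count came without wild-type replicate 2, the deepest library, and the highest without wild-type replicate 5, when 1930 of the 1997 genes remained. Genes of the pathway list called in *sma-3* mutants ranged from 5 to 12. The *sma-6* medians ranged from -0.19 to -0.073 for collagens and from -0.079 to -0.00074 for ribosomal protein genes, with 2 of the 15 fits passing the threshold in either case.

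The correlation of effects across genes was 0.447 without a low-count filter, against 0.322 with it. With disjoint wild-type libraries, and so fewer of them per comparison, it was 0.117, against 0.284 for the same measure with shared ones. With the inter-gene correlation estimated, the *sma-3* medians of collagens (0.15) and ribosomal protein genes (-0.30) no longer passed.

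Some small medians reversed. For molting-cycle genes in *sma-3* mutants the median was 0.0016, and it was -0.0080 without a filter, -0.049 with the block, -0.027 with the same 13 libraries, -0.021 with the length trend removed and -0.075 with both. It ranged from -0.043 to 0.068 across the fits without a library. In *sma-6* mutants it was -0.019, and 0.028 with the block, 0.026 with the block and the length trend, and -0.052 to 0.070 without a library. Antimicrobial peptide genes in *sma-3* mutants went from -0.14 to 0.0099 with the length trend removed and 0.027 with the block as well. In *sma-6* mutants they ranged from -0.00063 to 0.13 without a library. Fatty acid genes in *sma-6* mutants, at 0.0024, were at -0.00055 with RLE factors, -0.00058 with DESeq2 and -0.024 with the same 13 libraries, and were also below 0 in both blocked fits. They ranged from -0.023 to 0.0057 without a library. C-type lectins in *sma-3* mutants ranged from -0.014 to 0.099, and *daf-7* in *sma-6* mutants from -0.056 to 0.11. None of these sets passed the threshold as reported, and the cause of the reversals was not tested. Antimicrobial peptide genes passed it in *sma-6* mutants in 6 of the alternatives and in 11 of the 15 fits without a library. In *sma-3* mutants they passed it with library totals (-0.058), with the molting-cycle covariate (-0.16) and in 3 of the 15 fits. Fatty acid genes passed it in *sma-6* mutants in 1 of the 15 fits. In *sma-3* mutants the call of *sma-4* was lost in 7 alternatives and in 11 of the 15 fits, that of *sma-10* in 4 alternatives and 5 fits, that of *daf-7* in 2 alternatives, and that of *rps-24* with the block and the length trend (-0.20).

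The alternatives written for normalized values, a pseudocount of 0.1 among them, were not run because the table held counts. The molting-cycle set was not tested with the molting-cycle score as a covariate, because the score is made from it. For low genes such as *clec-70* and *cnc-2* the depth limits precision, with as few as 8 and 5 counts in a library.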

Other observations

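The tests of the *sma-3* transcript, of strongly changed genes and of *C08E3.13* in wild-type replicate 5, the margin for its molting-cycle distances, and the tests of ribosomal protein genes against the length trend and library totals were chosen only after the result was seen.

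Other splits of the libraries were compared with the real one in 2-genotype fits, counting splits that part as many same-numbered pairs. For *sma-3* mutants and the wild type 1 of the 16 splits of the 10 libraries, the real one, gave as many genes (1658, against at most 29). For *sma-6* mutants and the wild type it was 1 of the 16 splits (838, against at most 1), and for the mutants 1 of the 24 splits (3058, against at most 1). With 16 splits a share under 0.05 is out of reach. The remaining 110, 110 and 102 of 126 splits put same-numbered libraries together and were not compared. The limit on the share thus follows from that restriction, and not from the number of libraries.

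Wild-type replicate 5 resembled the *sma-3* libraries. With that library left out of the fit, it showed 40.9% of the *sma-3* effect in the 50 clearest genes and 66.5% in 2845 other called genes, while the same measure for each of the other wild-type libraries lay between -7.19% and 4.58%. A swapped label was ruled out by its *sma-3* transcript at 25.5 CPM, against 22.6 to 32.5 CPM in the other wild-type libraries and 8.86 to 10.8 CPM in the *sma-3* libraries. A mixture with *sma-3* animals was tested by 3 further values. Genes changed at least 2-fold shifted by 54.4% of the effect on the CPM scale, against 68.2% for 2831 other genes, which did not settle it. A mixture of that size would put the *sma-3* transcript near 15.4 CPM, and *C08E3.13*, without counts in the *sma-3* libraries, was at 2.46 CPM, within the 2.17 to 4.45 CPM of the other wild-type libraries. A mixture of that size therefore goes against both transcripts. The molting-cycle score of replicate 5 was 0.649, the highest of the 15 libraries. The *sma-3* libraries scored from -0.665 to 0.455, and the *sma-6* libraries, at the other end of the first component, from -0.476 to 0.469. A high score was thus not what replicate 5 shared with the *sma-3* libraries. With the score regressed out, the mean distance of replicate 5 was 0.406 to the other wild-type libraries and 0.407 to the *sma-3* libraries. That tie does not decide the question. Developmental timing beyond what the score measures remains a candidate explanation that cannot be told apart from others. The sample-sheet number of replicate 5 directly precedes those of the *sma-3* libraries, so library order was not excluded either. A share of the small *sma-3* effects may thus follow a biological or technical state that a wild-type library can also enter, rather than the mutation.

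Wild-type replicate 3 was high in vitellogenin transcripts, which adult hermaphrodites make. The 6 vitellogenin genes summed to 234.9 CPM there, against 3.98 to 20.7 CPM in the other 14 libraries. The count of *vit-2* was 1366, against 2 to 14 in the other wild-type libraries. A list of 11 oocyte and eggshell genes was then summed, and reached 94.0 CPM in this library against 24.03 to 41.33 CPM in the other wild-type libraries. A few adult animals in the sample are a candidate explanation for the pattern. The next highest library in both lists was *sma-6* replicate 3, at 20.7 and 59.5 CPM.

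*C08E3.13* (WBGene00015605; WBcel235 chromosome II, 1631995 to 1632316) had 39 to 135 counts in the 5 wild-type libraries and 0 in all 10 mutant libraries. At 2.94 ± 0.887 CPM (SD, n = 5) in the wild type it was at least 16.8-fold higher than the floor of 3 counts in the mutants. It was the only gene with at most 3 counts in every library of a genotype and at least 20 in every library of another. The 4 nearest tested genes had a median log2 fold change of 0.17 in *sma-3* mutants, so a deletion that reached them was not seen. A variant that separates the N2 line used from the parent of both mutant strains may explain it, which would be unrelated to the pathway; an effect shared by both mutations was not excluded. *F26G1.10* and *F26G1.11*, which lie close together on chromosome II with *nep-12* between their starts, fell in both mutants as well, *F26G1.10* with log2 fold changes of -2.78 and -4.14 (edgeR adjusted p = 7.89e-06 and 1.07e-07).

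The fall of ribosomal protein genes in *sma-3* mutants had technical candidates. Log2 fold changes fell with expression (Spearman rho -0.242) and rose with exon length (Spearman rho 0.202 across 13575 genes, which are not independent), and the 75 ribosomal protein genes had a median exon length of 534 bases, against 1420 for all genes. With the length trend removed the median was -0.19, against -0.30 without it, so length may account for part of it. Of 10000 random lists matched on length and expression 0 had a median as low, a share of at most 0.01%, although the matched lists themselves had a median of -0.20. Library totals alone gave -0.22. The exact two-sided permutation test over libraries gave p = 0.0238, adjusted 0.0612. The adjusted value leaves co-variation between libraries open, and none of the other explanations accounted for the whole fall, while 0 ribosomal protein genes were called higher. Wild-type replicate 5 had the lowest mean of the wild-type libraries, at 10.4 log2 CPM against 10.5 to 10.7.

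Cuticle collagens in *sma-3* mutants had a median of 0.15 with the molting-cycle covariate and 0.18 with the length trend removed. The molting-cycle score ranged from -0.291 to 0.649 in the wild type and from -0.665 to 0.455 in *sma-3* mutants. With such overlap the covariate could hardly move the median, so that fit alone does not speak against molting-cycle position. The molting-cycle genes without collagens had a median of 0.0016 in *sma-3* mutants. Across the fits without a library it ranged from -0.043 to 0.068, against 0.11 to 0.21 for the collagens. These values argue against a shift in the position that the score measures as the source of the collagen rise. Position in other respects was not measured. The exact two-sided permutation test over libraries gave p = 0.0794, so co-variation of the set between libraries remains a possible explanation. Wild-type replicate 3, the library high in vitellogenin transcripts, had a collagen mean of 5.33 log2 CPM. The *sma-3* libraries were at 5.13 to 5.30, and the other wild-type libraries at 4.82 to 5.03. Without wild-type replicate 3 the median was 0.21.

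Linked strain variants were looked for around the mutated genes. Within 2 Mb of *sma-3*, 16.7% of 748 genes were called in *sma-3* mutants, against 14.5% elsewhere (Fisher's exact two-sided p = 0.0984). Within 2 Mb of *sma-6*, 5.83% of 738 genes were called in *sma-6* mutants, against 6.55% elsewhere (Fisher's exact two-sided p = 0.490). No excess of calls was shown, but a count of calls cannot exclude a variant at a single gene. *wrt-1*, with log2 fold changes of -3.27 in *sma-6* and 0.20 in *sma-3* mutants, lies inside the window around *sma-6*. *F26G1.10* and *F26G1.11* lie there too, but fell in both mutants. The window around *sma-3* holds *lon-1*, *sma-2* and *sma-4*. For these genes a linked variant was not excluded.

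Genes changed at least 2-fold lay next to each other on the chromosomes more often than random positions gave. In *sma-6* mutants 12 neighbouring pairs changed in the same direction, against a mean of 0.676 in 10000 random draws, and in *sma-3* mutants 5 pairs, against 0.36 (permutation p = 1e-04 for both, the smallest the draws can give). Overlap of the annotated genes accounted for 1 of the 17 pairs, and the median gap was 581 bases. Reads shared between adjacent copies were not examined, so regulation by neighbourhood stays a hypothesis that cannot be told apart from that explanation.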
